A study of Homo sapiens with 6 samples.

How the data were processed

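The series holds 6 arrays of cap-immunoprecipitated RNA from MOLT-4 cells, 3 transfected with an empty vector (mock) and 3 with NUDT16, grouped and numbered by their titles. Per the labels' protocols, total RNA was extracted, immunoprecipitated, reverse transcribed, labelled with Cy3 and hybridised. Per the file headers, the arrays are of Agilent design 039494, read with Feature Extraction 10.7.3.1, and probe coordinates refer to hg19. The deposited scanner values are linear fluorescence intensity per spot. Per the file headers, the processed intensity is background subtracted and detrended within the array, with a surrogate value put in for spots not above background, and is not normalized between arrays. The surrogates flatten differences between dim spots.

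The authors' deposited value table is on the log2 scale, from 4.04 to 18.8. How it was made is not stated in the labels. Its rank order equalled that of median spot minus median background intensity on all 6 arrays (Spearman's rho 1), and its quantiles were nearly equal between arrays, as quantile normalization gives. It was used as an alternative. No column of values was left unmapped to a sample.

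Control spots and spots marked as population or non-uniformity outliers were left out. The log2 processed intensity of each array was shifted by its 75th percentile over the spots for cell RNA, and spots of one probe were averaged (902 of 50599 probes had 10 spots each). A further 13 probes without a usable spot on some array were dropped. A probe counted as well above background on an array where more than 50% of its usable spots did. Probes well above background on all 3 arrays of at least one group were tested, 17765 in number. Of these, 6582 were well above background on all 6 arrays. Before the filter was joined over groups, 17730 probes passed on every mock array and 6617 on every NUDT16 array, so most tested probes had background-level values on at least one NUDT16 array. On NUDT16 replicate 2 only 14.6% of spots were well above background, so its 75th percentile was a background value. The scaling had been fixed before the data were examined and was kept. The 75th percentile over probes detected on all arrays was among the other settings fixed beforehand.

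Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment at 0.05 and no block. The brightest probe stood for a gene. Sets were tested with camera at a preset correlation of 0.01, adjusted over 7 sets. NUDT16 and MYC also had an exact two-sided permutation test, which cannot give a p below 0.1 with 3 against 3. Genes were named by a rule: 5 in each direction with the largest difference among called probes that were detected on all 6 arrays and had groups without overlap, filled up by the smallest unadjusted p. The values of 1 gene that the rule selected are not reported here. Among called probes that one group measured on all its arrays and the other on none, those with the largest bound were named. The samples, tests, rule, sets and other settings to be tried were fixed before the data were examined.

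For a probe at background in one group, a lower bound on the fold was computed from means of normalized log2 values, taking for each dim array the higher of the lowest signal well above background and the probe's own. Gene names are those of the array files. Of the tested probes, 14192 had a RefSeq accession, 13823 of these matched a current RefSeq gene table (GRCh38.p14, used for names only), and 1843 of the matched probes had another current symbol. An annotation on hg19 was not used here, so exon and untranslated-region positions of the probes are not given.

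The 6 arrays lay on 3 slides, each with one mock and one NUDT16 array of the same replicate number, and each slide was scanned on its own occasion. A block for slide, for scan or for replicate number is therefore the same fit. Deviations from the group means correlated at 0.84, 0.39 and 0.77 between same-numbered arrays of replicates 1, 2 and 3, across 17765 probes. The numbers therefore pair the arrays. Whether this comes from the slide, the scan or sample preparation cannot be told apart, since slide and scan follow the number.

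The other settings were normexp background correction (offset 50) on the mean spot intensity, quantile normalization, a median shift, the 75th percentile over probes detected on all arrays, no scaling, no filter, a filter on all 6 arrays, the replicate block, an intensity trend with a robust prior, array weights, the authors' value table, the mean of a gene's probes, fry, camera with an estimated correlation, and leaving out each array in turn. Fits restricted to replicates 1 and 3 were added after the data were seen.

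The procedures were tested on simulated data with the real means and spreads and 200 changed probes. For the comparison of 3 against 3 without a block, on 17765 probes, 0% of changes of 1 on the log2 scale were recovered, 8.5% of changes of 2 and 98% of changes of 4. With the replicate block the recovered shares were 0%, 88.5% and 100%. For replicates 1 and 3 with a block and intensity trend, on 18769 probes, 50.5% of changes of 1 were recovered, with 4 false calls. A shift of 0.5 put into the 78 ribosomal protein genes, among 13734 genes, was called, and no other of the 7 sets was. The simulated noise was independent between genes and between arrays. The set result therefore does not test the preset correlation where genes vary together.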

Results

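RNA carrying a 5′ cap was immunoprecipitated with an antibody against trimethylguanosine and 7-methylguanosine caps (m3G and m7G) from MOLT-4 cells, a line established from a T-cell acute lymphoblastic leukaemia. The cells had been transfected either with an empty vector, called mock here, or with NUDT16, which encodes an RNA decapping enzyme. Each group had 3 arrays, and each eluate was hybridised to a 1-colour Agilent expression array. The comparison asks which transcripts gain or lose signal in the cap immunoprecipitate when NUDT16 is supplied. Total RNA from before the immunoprecipitation was not analysed here, so a difference in eluate signal can come from RNA abundance as well as from capping. All values below are log2 signals relative to the 75th percentile of the same array unless stated otherwise, and the number of arrays limits their precision.

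The arrays differed in how much they detected. Of 58717 spots for cell RNA, 29111 (49.6%), 23052 (39.3%) and 29987 (51.1%) lay well above background on mock replicates 1, 2 and 3. The NUDT16 arrays had 24850 (42.3%), 8574 (14.6%) and 30559 (52.0%). The 75th percentile of the signal was 282, 92.5 and 250 on the mock arrays, and 222, 8.66 and 358 on the NUDT16 arrays. On NUDT16 replicate 2 fewer than 25% of the spots were well above background, so the percentile used for its scaling fell among spots at background. The medians of 5 spike-in probes lay between 11.07 (mock replicate 1) and 12.97 (mock replicate 2) on the log2 scale, with 11.57 on NUDT16 replicate 2. No spot for cell RNA was saturated.

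**Figure D1:**
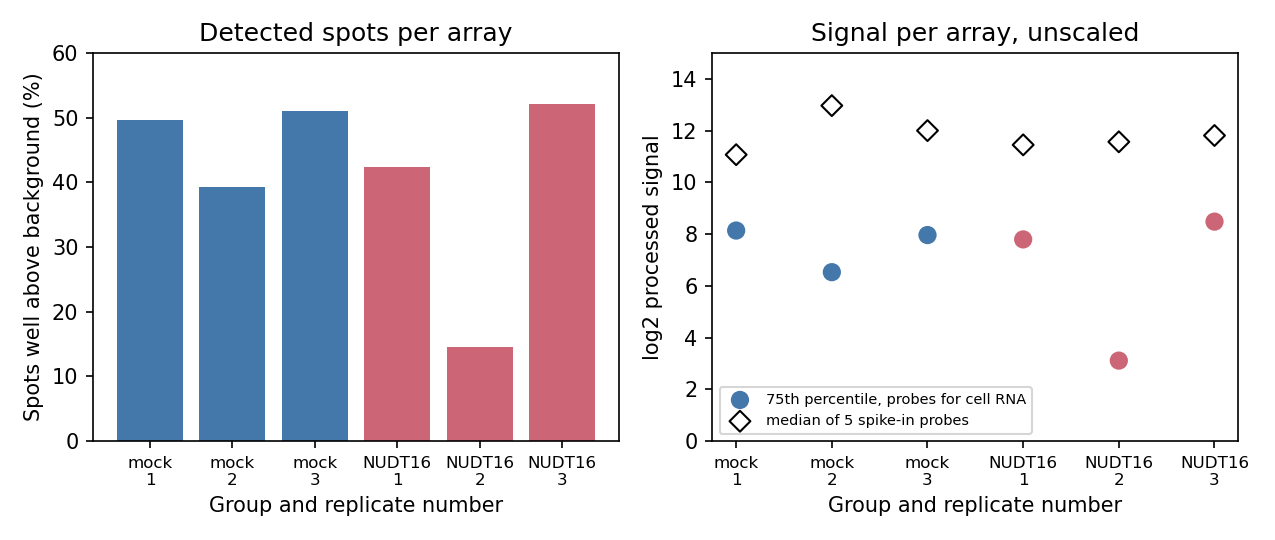
Left, percentage of spots for cell RNA well above background on each array. Right, unscaled log2 signal at the 75th percentile of those spots (filled circles) and the median of 5 spike-in probes (open diamonds). NUDT16 replicate 2 had 14.6% of spots well above background, the other arrays 39.3% to 52.0%, while its spike-in median of 11.57 lay within the range of the other arrays.

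The arrays of replicates 1 and 3 each resembled their partner of the other group more than the arrays of their own group, and mock replicate 2 did not. Across 17765 probes, log2 signals correlated at r = 0.98 between mock and NUDT16 replicate 1 and at r = 0.99 between mock and NUDT16 replicate 3, with probes not being independent replicates. Mock and NUDT16 replicate 2 correlated at r = 0.87, below mock replicates 2 and 3 at r = 0.95. Mock replicates 1 and 3 correlated at r = 0.88 and NUDT16 replicates 1 and 3 at r = 0.87. The first principal component held 53.4% of the variance and put both arrays of replicate 1, together with NUDT16 replicate 2, on one side. The second held 34.2% and set NUDT16 replicate 2 apart from the other 5 arrays.

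The transfected gene was examined first, because it checks the labels. Neither NUDT16 probe was well above background on any of the 6 arrays. The probe A_21_P0000085 lies at chromosome 3, positions 131101493 to 131101552 (hg19), and the probe A_23_P310560 at positions 131104865 to 131104924. Their unscaled log2 signals ranged from 2.07 to 3.32, so no fold is given for NUDT16. These probes therefore did not check the labels. The sequence of the transfected insert was not used here, so it is not known whether the probes lie within it.

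A probe for the NUDT16 pseudogene NUDT16P1, however, separated the groups. A_21_P0012400 (NR_027766, current symbol NUDT16L2P) lies at chromosome 3, positions 131081189 to 131081248 (hg19). Its normalised signal was -4.93 ± 0.70 (SD, n = 3) in mock and 2.07 ± 0.60 (SD, n = 3) in NUDT16 arrays. It was well above background on 3 of 3 NUDT16 arrays and 0 of 3 mock arrays, so its mock level is only bounded. Set against the lowest signal well above background on each mock array, or the probe's own where higher, it was at least 33.7-fold higher in NUDT16 arrays. The same bound was at least 63.1-fold within the pair of replicate 1 and at least 50.1-fold within the pair of replicate 3. A bound for the pair of replicate 2 is not given here. Its difference of normalised values was the smallest, 5.81 against 7.35 and 7.85, each set against a mock value at background. In limma the difference of fitted log2 values was 7.001 (SE 0.63, adjusted p 0.00077), higher in 3 of 3 same-numbered pairs. An exact two-sided permutation test gave p = 0.1, the smallest that 3 arrays against 3 allow. A second NUDT16P1 probe, A_24_P626981, at positions 131083311 to 131083370, was not well above background on any array. The paralogue NUDT16L1 (A_23_P49429, chromosome 16, positions 4745528 to 4745587) was detected on 6 arrays and was not called (log2 difference 0.85, SE 0.72, limma adjusted p 0.999), with the sign reversed to -0.24 when arrays were not scaled. It was higher in 3 of 3 same-numbered pairs, by 0.81, 1.07 and 0.66. With the replicate block its SE was 0.30 and limma's adjusted p 0.482, and of 5 paired fits on replicates 1 and 3, chosen after the data were seen, 1 called it (0.73, limma adjusted p 0.0448). The other fits gave adjusted p values from 0.057 to 0.9997 in limma, the last with a difference of 0.17 once the difference between the slides was removed.

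**Figure D2:**
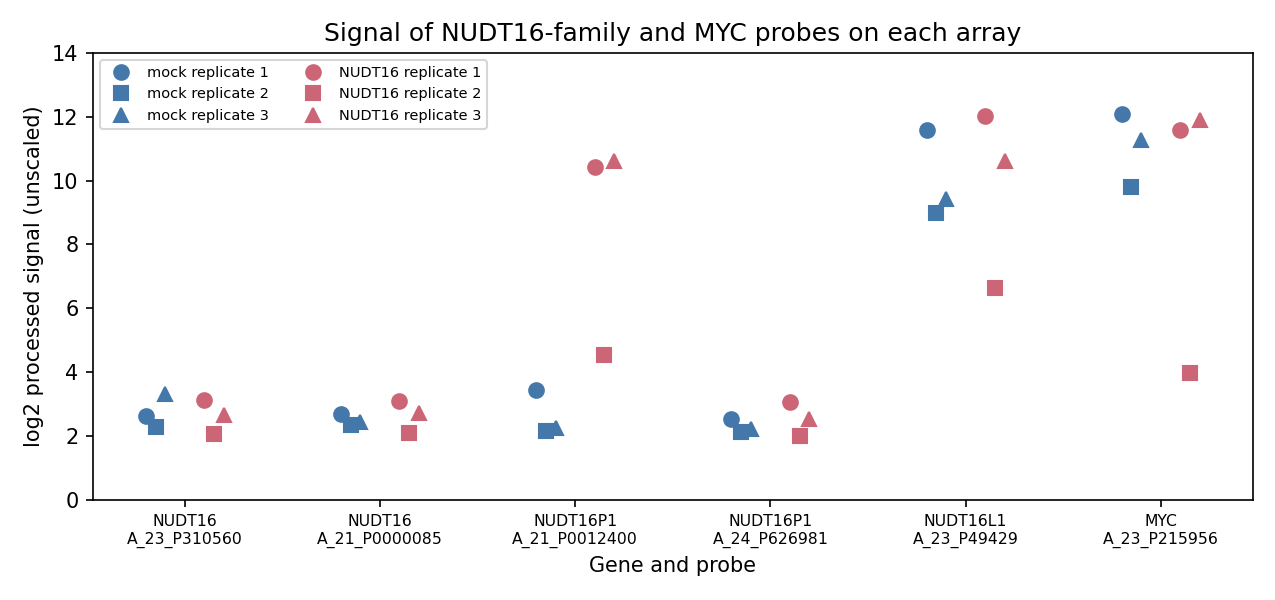
Unscaled log2 processed signal of NUDT16, NUDT16P1, NUDT16L1 and MYC probes, one point per array, mock in blue and NUDT16 in red, with the marker shape giving the replicate number. The NUDT16P1 probe A_21_P0012400 reached 10.42, 4.53 and 10.62 on NUDT16 replicates 1, 2 and 3 and at most 3.43 on mock arrays, while both NUDT16 probes stayed at or below 3.32 on every array.

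Across the transcriptome, 17765 probes for 13734 gene names were tested. With limma and Benjamini-Hochberg adjustment, 1 probe was called at the 0.05 threshold, the NUDT16P1 probe, and 0 were called lower. At an unadjusted p under 0.05 there were 15 probes, fewer than chance alone gives among independent tests with a well-fitted error. A difference of at least 2-fold was seen for 1239 probes, and the median standard error was 0.66 on the log2 scale, and 0.34 with the replicate number as a block. The groups did not overlap for 244 probes (1.37%), against 10% by chance for 3 exchangeable arrays against 3. The arrays were not exchangeable, since same-numbered arrays varied together, so the lower share does not decide whether the groups differed. Tested per gene, with the brightest probe of each, 1 gene was called. With the replicate number as a block, 1 probe was called and 1414 had an unadjusted p under 0.05. Of the other settings fixed beforehand, leaving out NUDT16 replicate 1 moved the count most, with 12 probes called, and 5 settings gave 0.

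The fixed rule named the 5 genes of smallest p in each direction among probes detected on all 6 arrays, since none of these passed the threshold. Of these, 9 are reported. The 4 higher ones were C1orf140 (now LINC02817), SYNGR1, RILP and RELA, with log2 differences between 1.34 and 1.66. The lower ones were HNRNPA2B1, HNRNPH3, EIF5B, EIF1AX and SYNCRIP, with log2 differences between -1.60 and -1.49. Standard errors lay between 0.67 and 0.89, every limma adjusted p was 0.999, and the groups overlapped for each of the 9 genes. With the replicate block every limma adjusted p was 0.482. The 5 paired fits on replicates 1 and 3, chosen after the data were seen, each called C1orf140 and EIF5B. With the slide difference removed these were at 0.96 and -1.02 (limma adjusted p 0.0376 and 0.0025). SYNGR1, RILP and EIF1AX were called in none of them. The genes had been picked from the same arrays, and these paired fits leave 1 residual degree of freedom per probe. C1orf140 (A_33_P3295091, chromosome 1, positions 221503270 to 221503329) had -0.94 ± 0.57 (SD, n = 3) in mock and 0.50 ± 1.22 (SD, n = 3) in NUDT16 arrays. HNRNPA2B1 (A_24_P3973, chromosome 7, positions 26232916 to 26232975) had 5.55 ± 0.91 (SD, n = 3) in mock and 4.04 ± 0.76 (SD, n = 3) in NUDT16 arrays.

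MYC, which the study's later publication takes up, was fixed for testing beforehand. Its probe A_23_P215956 lies at chromosome 8, positions 128753268 to 128753327 (hg19). It read 3.51 ± 0.38 (SD, n = 3) in mock and 2.70 ± 1.58 (SD, n = 3) in NUDT16 arrays, and was well above background on 3 mock and 2 NUDT16 arrays. The difference of -0.81 (SE 0.76) was within the spread between arrays (limma adjusted p 0.999, exact two-sided permutation p 0.7). By same-numbered pair the differences were -0.15, -2.38 and 0.09, so the sign was lower in 2 of 3 pairs. The array on which MYC was not well above background, NUDT16 replicate 2, decided the value: without it the difference was 0.10. A second MYC probe, A_33_P3245163, was well above background on 1 array only.

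To ask whether a class of transcripts changed as a whole, 7 gene sets listed beforehand were tested with camera on one probe per gene, adjusted over the 7 sets. Replication-dependent histone genes, whose messenger RNAs are short and carry m7G caps, had a median log2 difference of 0.50 over 53 genes, with 52 higher (camera adjusted p 0.000142). RNAs known to carry an m3G cap had a median of 1.02 over 5 members, with 5 higher (adjusted p 0.0625, and 0.0444 with the replicate block). Ribosomal protein genes had 0.24 over 78 members, with 57 higher (adjusted p 0.0625, and 0.0301 with the block). RNA polymerase III transcripts without such a cap had 0.51 over 5 members (adjusted p 0.288). Mitochondrial transcripts had -0.10 over 13 members (adjusted p 0.881), interferon-response genes -0.29 over 35 (adjusted p 0.508) and genes of decapping and 5′-to-3′ decay -0.03 over 21 (adjusted p 0.881). The median over all genes tested was 0.02. Median, mean and test had the same sign for each of the 7 sets. Within each set 0 members were called, over all genes tested as well as adjusted over the list alone.

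The histone call depended on the preset correlation and on single arrays. With fry the adjusted p was 0.929 for every set, and with camera's correlation estimated from the data it was 0.953 for every set, so the histone call held under neither. By same-numbered pair the histone median was 0.42, 1.34 and -0.33. Without NUDT16 replicate 2 it was -0.60, past the threshold in the opposite direction (camera adjusted p 2.42e-11). The m3G-capped set was then at -0.57, also past the threshold and opposite to its value from all arrays (camera adjusted p 0.0254). The histone call was also lost without mock replicate 1 (0.058, camera adjusted p 0.941). The fit without NUDT16 replicate 2 keeps mock replicate 2 without its partner on the slide, so part of it is a difference between slides. A paired fit on replicates 1 and 3, chosen after the data were seen, gave 0.020 for the histone set (camera adjusted p 0.974) and -0.094 for the m3G-capped set. The ribosomal protein genes had medians of 0.37, 0.04 and 0.16 in the 3 pairs and 0.24 in the paired fit, past the threshold there (camera adjusted p 0.00302). They too depended on single arrays in the fit without a block, with -0.14 without NUDT16 replicate 2 and 0.57 without mock replicate 2 (camera adjusted p 0.0583 and 2.14e-09). Over 171 ribosomal probes the median of replicate 1 minus replicate 3 was 0.731, in the direction of the rise in the paired fit. With that slide difference removed the set was at 0.090. Neither fry nor an estimated correlation was tried on the block or paired fits. With normexp background correction the histone median was -0.28, and -0.19 relative to all probes. A median shift (-0.21) and no scaling (-0.59) moved all probes alike and left the set 0.51 above them.

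**Figure D3:**
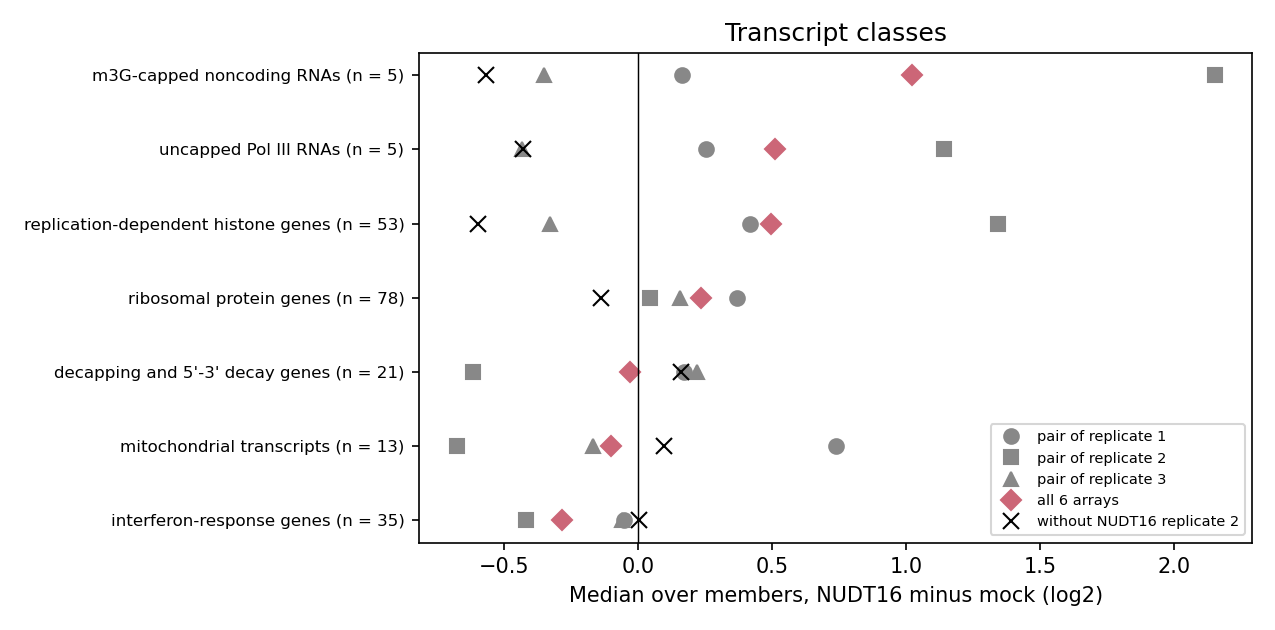
Median log2 difference (NUDT16 minus mock) over the members of 7 transcript classes, from all 6 arrays (red diamonds), from each same-numbered pair (grey markers) and without NUDT16 replicate 2 (crosses). For histone genes the value from all arrays was 0.50, the 3 pairs gave 0.42, 1.34 and -0.33, and the value without NUDT16 replicate 2 was -0.60.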

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

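The fits on replicates 1 and 3 alone, the values for NUDT16P1, NUDT16L1 and the 9 genes reported by the rule, and the removal of GC content and of the slide difference were chosen after the data were seen. The other settings were fixed before the data were examined.

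The count of 1 probe, called higher, held under 11 of 17 settings fixed beforehand. It was 0, as were the probes higher and those changed at least 2-fold, with normexp background correction, without scaling, without the filter, with the filter on all 6 arrays and with the authors' value table. In these fits limma gave 11, 1, 225, 2 and 10 probes at an unadjusted p under 0.05. Genes called were also 0 in the first 4 of these and 1 with the authors' table. The NUDT16P1 probe has no value under the filter on all 6 arrays by construction, being at background on mock arrays, and neither has MYC. The log2 difference of NUDT16P1 was 3.42 with normexp, 5.92 without scaling, 7.001 without the filter and 5.67 with the authors' table, all short of the threshold, and lay between 6.61 and 7.32 when one array was left out. Leaving out one array gave 1 to 12 probes changed, 1 to 12 higher, 0 lower, 1 to 12 changed at least 2-fold and 1 to 16 genes changed, the highest without NUDT16 replicate 1. Why these counts moved was not tested. No alternative could be computed for NUDT16 itself, since neither of its probes passed the filter.

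The MYC difference kept its sign in 21 of 22 alternatives and never passed the threshold. Its range was -1.36 to 0.10 when one array was left out, the reversal being without NUDT16 replicate 2. In the paired fits on replicates 1 and 3 the MYC difference lay between -0.1128 and -0.0093, each within its SE. Its sign there carries little weight. Of 220 values for these 9 genes and NUDT16L1, 219 kept their direction, the exception being NUDT16L1 without scaling (-0.24). Past the threshold were 20, each of them in a fit on replicates 1 and 3.

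With the replicate block the m3G-capped set stayed at 1.02 and passed the threshold (camera adjusted p 0.0444), as did the ribosomal protein genes at 0.24 (adjusted p 0.0301). The block changed no other call. Over their alternatives the adjusted p ranged from 8.1e-07 to 0.974 for the m3G-capped set and from 2.14e-09 to 0.953 for the ribosomal protein genes.

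Scaling moved the median of all probes from -0.02 to -0.09 with normexp, -0.21 with quantile normalization, -0.73 with the median shift, -1.10 without scaling and -0.21 with the authors' table. Under the median shift the histone set was at -0.21, the ribosomal set at -0.48, the RNA polymerase III set at -0.20 and the m3G-capped set at 0.31 and past the threshold (adjusted p 0.00529). Without scaling these 4 were at -0.59, -0.85, -0.58 and -0.063. Relative to the median of all probes, both settings leave the histone set at 0.51, the ribosomal set at 0.25 and the m3G-capped set at 1.04, as in the fit reported, so these reversals are the common shift. With normexp the histone set was at -0.28, the RNA polymerase III set at -0.26, the ribosomal set at -0.54 and the mitochondrial set at -0.72. The last 2 were past the threshold (camera adjusted p 4.47e-09 and 0.0196). Relative to all probes the histone set was then at -0.19 and the ribosomal set at -0.44, which the shift does not account for, and the cause was not tested. Quantile normalization gave 0.12 for the histone set, no longer past the threshold, and -0.061 for the ribosomal set. The authors' table gave 0.015 and -0.045. Relative to all probes the ribosomal set was above 0 in both, at 0.15 and 0.17.

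Without the filter the median of all probes was 0.82. The decapping set was at 0.13, the interferon set at -0.026, the mitochondrial set at -0.10 and the ribosomal set at 0.23, each past the threshold and each below the median of all probes, and the histone set at 0.51 was not past it. Here camera's direction and the sign of the median part for the decapping and ribosomal sets. With the filter on all 6 arrays the decapping set was at 0.082 and the interferon set at 0.55, with fewer members. Array weights put the decapping set at 0.15 and the histone set at 0.13, no longer past the threshold. Under fry and under camera with an estimated correlation the histone set stayed at 0.50 and was not called (adjusted p 0.929 and 0.953). Over its alternatives its adjusted p ran from 4.71e-22 to 0.974.

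Leaving out one array in turn gave ranges of -0.29 to 0.16 for the decapping set, -0.41 to 0.0023 for the interferon set, -0.57 to 1.82 for the m3G-capped set, -0.39 to 0.095 for the mitochondrial set, -0.60 to 1.14 for the histone set, -0.14 to 0.61 for the ribosomal set and -0.43 to 0.89 for the RNA polymerase III set. All 7 changed sign without NUDT16 replicate 2, in a fit that keeps mock replicate 2 without its partner on the slide. The histone call was lost without mock replicate 1, at 0.058 (camera adjusted p 0.941).

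Fits on replicates 1 and 3 with the replicate block gave 611 probes changed (191 higher, 420 lower) and 689 genes. With an intensity trend there were 880 (482 higher, 398 lower) and 584 genes. Keeping only probes detected on all 4 arrays as well gave 395 (258 higher, 137 lower) and 282 genes. With the GC trend of each array removed there were 1501 (850 higher, 651 lower) and 1138 genes. With the trend on the difference between the slides removed instead there were 45 (28 higher, 17 lower) and 36 genes. Probes changed at least 2-fold were not counted in these 5 fits. A block and a group term on 4 arrays leave 1 residual degree of freedom per probe. Without the intensity trend MYC, C1orf140 and EIF5B all had the same SE, 0.3119, so the error was pooled over probes. The counts and limma p values of these fits therefore lean on the spread over probes more than on replicate pairs. In the first 3 of these fits the decapping set was at 0.27, the m3G-capped set at -0.094, the mitochondrial set at 0.19, the RNA polymerase III set at -0.0062 and the ribosomal set at 0.24 and past the threshold, while the histone set was at 0.020, 0.020 and 0.021 and no longer past it. With the GC trend removed the decapping, m3G-capped, mitochondrial, RNA polymerase III, histone and ribosomal sets were at 0.27, -0.078, 0.17, -0.089, -0.18 and 0.18, the histone set being past the threshold in the reversed direction (camera adjusted p 0.00294) and the ribosomal set past it as well (0.00027). With the slide difference removed the decapping, m3G-capped, mitochondrial, RNA polymerase III, interferon and ribosomal sets were at 0.045, -0.0091, 0.13, -0.024, 0.0086 and 0.090, and the histone set was at 0.13. The histone and ribosomal sets were past the threshold there (camera adjusted p 9.37e-05 and 0.000812). These fits leave out both arrays of replicate 2. The block on all 6 arrays left each set median as it was, so leaving out replicate 2, with the change in probes tested that follows from it, moved the medians in the first 3 fits. For the counts of calls the cause was not tested.

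Signal over background limits these data most on NUDT16 replicate 2, where 14.6% of spots were well above background. A fit of 3 against 3 on simulated values recovered 8.5% of changes of 2 on the log2 scale without the block and 88.5% with it, but 0% of changes of 1 in either fit. Changes of 1 were therefore not detectable in the fits of 3 against 3, while a paired fit on replicates 1 and 3 with an intensity trend recovered 50.5% of them.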

Other observations

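The tests on the spike-in probes, the small structural RNAs, the histone set without NUDT16 replicate 2 or without its pair, the NUDT16P1 probe, the exchange of labels on one slide and every fit on replicates 1 and 3 alone were chosen after the results they bear on were seen.

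Splits of the arrays cannot exclude chance for the counts across all probes or decide on it, since 3 arrays against 3 make only 10 splits. As many probes were called in 2 of the 10 splits, the real one included, and as many genes in 2. The other such split put both arrays of replicate 1 with NUDT16 replicate 2 and called 2920 probes. It follows the slide of replicate 1, and with slide as a block the real comparison called 1. Of the 4 splits that part all 3 same-numbered pairs, 1 called a probe, the real one, and the other 3 called none. For the histone set, 8 of the 10 splits gave as small a p, and 3 of the 4 that part all pairs, so a camera p that small was common among the splits.

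The histone result may come from the pair of replicate 2. In a paired fit on replicates 1 and 3 the median over the set was 0.0204, against 0.50 with all arrays, and these pairs differed in sign (0.42 and -0.33). Other fits on these replicates passed the threshold in opposite directions. The median was 0.13 with the slide difference removed and -0.18 with the GC trend removed (camera adjusted p 9.37e-05 and 0.00294). Whether the dim NUDT16 array alone gave the histone result cannot be told apart from its slide. Without that array the median was -0.597, but that fit keeps mock replicate 2 without its partner. An effect of NUDT16 on histone transcripts was not excluded.

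NUDT16 replicate 2 was dimmer than the other arrays. A failure of hybridisation or scanning of the whole array is argued against by the spike-in probes, whose median lay -0.292 from the mean of the other 5 arrays (SD 0.714 between those), while 16465 probes for cell RNA lay -4.86 from theirs. Its slide partner, mock replicate 2, had a higher spike-in median, 12.97 against 11.57. A partial loss of signal on NUDT16 replicate 2 is therefore not excluded. The eluate may have been poor in most messenger RNA with small structural RNAs kept. On that array, 129 probes for small structural RNAs stood 1.56 above 4838 messenger RNA probes, each relative to the probe's level on the other arrays. None (0) of 10000 random lists of messenger RNA probes of that size stood as high. Mock replicate 2 showed the same to a lesser degree (0.98), and the other 4 arrays lay between -1.02 and -0.12. The random lists were not matched on intensity. Histone messenger RNAs also stood high on NUDT16 replicate 2, with a median of 1.34 above mock replicate 2, against -0.05 over all genes. Messenger RNA was therefore not lost as a whole class, and the histone difference may share the source of this pattern. Since mock replicate 2 lay on the same slide and shared the direction, a poorer yield of the second immunoprecipitation is a candidate explanation. Loss of capped messenger RNA through NUDT16 in that sample stays open and untested, but NUDT16 replicates 1 and 3 did not show it.

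The rise of the NUDT16P1 probe is the one call of the comparison, and neither NUDT16 probe showed any signal. Scaling of the dim array is argued against as its source. In the pairs of replicates 1 and 3, which do not hold that array, the unscaled differences were 6.99 and 8.37. The mock values were at background, so these differences are not measured folds. The bounds for these pairs, from normalized values, were at least 63.1-fold and at least 50.1-fold. Transcription of the whole pseudogene locus and RNA of the transfected construct cannot be told apart here. The second NUDT16P1 probe rose by at most 0.541 in replicates 1 and 3 and was at background on all arrays, so it excludes nothing if it hybridises poorly. The probe may read RNA of the transfected NUDT16 insert, given the kinship of gene and pseudogene, but 0 NUDT16 probes were above background on any array, and the insert's sequence, which would decide it, was not used here. Matching this probe's sequence to the transfected construct would be a simple check.

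Replicates 1 and 3 shared part of their NUDT16-minus-mock difference. Across 18769 probes detected on all 4 arrays, the 2 within-slide differences correlated at r = 0.38 (Spearman's rho 0.415), and 64.0% of probes had the same sign in both. Probes are not independent replicates, so no p is given. Exchanging the labels on the slide of replicate 3 reduced the probes called from 395 to 11, which follows from the correlation itself and is no separate evidence against unshared noise. Probe GC content does not account for it, as r was 0.4 after each array's GC trend was removed. Neither does gene span, a stand-in for transcript length, with r = 0.388 after its removal against 0.417 before, over the 82.9% of probes with a span.

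The difference between the 2 slides does account for it numerically. The mean NUDT16-minus-mock difference correlated at r = 0.80 with replicate 1 minus replicate 3, and after each difference was regressed on that axis the correlation was -0.103. Removing GC content, the axis and gene span together left -0.061. The axis is the larger of the effects, with an SD of 1.18 over probes against 0.51 and 0.38 for the differences within the slides of replicates 1 and 3. The relation is not only one of shared arrays: the difference within the slide of replicate 3 correlated at 0.47 with mock replicate 1 minus mock replicate 2, which share no array with it. The difference within the slide of replicate 1 correlated at -0.25 with mock replicate 3 minus mock replicate 2, which is the sign the axis predicts. Once the axis was removed, 45 probes were called, against 395 before. Exchanging the labels on one slide then gave 16.

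A candidate explanation is that the arrays vary along one direction of sample preparation, such as RNA integrity or immunoprecipitation yield, and that both NUDT16 arrays happened to lie on the same side of their mock partner (r after removal -0.103). A true effect of NUDT16 along the same direction is not excluded, because on both slides the NUDT16 array lies on the same side of its partner. The 395 probes called in the 4-array fit are therefore better read as candidates than as targets of NUDT16.

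Of the 18769 probes, 10 were at least 2-fold higher and 1 at least 2-fold lower in both slides, a list chosen after its values were seen. BMP4 (A_23_P54144) was higher by 1.09 and 2.62 on the log2 scale in replicates 1 and 3, and PEBP4 (A_33_P3627001) by 1.04 and 1.77. Their differences between the slides were 0.01 and -0.05. Each is a mean over the mock and the NUDT16 arrays, so the unequal rise itself enters it. These values therefore cannot decide whether the axis predicts their rise. Probes for CERS4, ZNF862, SNORD26, XLOC_008088, IFI27, SLC7A2 and XLOC_l2_001875 had larger slide differences. Their slide differences lay between 1.08 and 2.55, in the direction of their rise. Only the direction was compared, so the axis is not shown to account for the size of these rises. MALAT1 (A_21_P0010982) changed by -1.48 and -1.25, with a difference between the slides of -3.17 in the same direction. It is 1 of 8 MALAT1 probes, which were all lower in both slides. The probes A_19_P00325158, A_19_P00805006 and A_19_P00809614 had slide differences of -0.20, 0.32 and -0.073. They changed by -0.53, -0.29 and -0.29 in replicate 1 and by -0.58, -0.51 and -0.54 in replicate 3. The SD over all probes was 0.51 and 0.38. The axis alone does not predict the fall of these MALAT1 probes, which were picked for their small slide differences. Like A_21_P0010982, the MALAT1 probe A_19_P00324839 goes with the axis, with -0.76 and -0.97 and a slide difference of -2.37. BMP4 and PEBP4 may deserve a second measurement with input RNA.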
